A study of Mus musculus with 36 samples.

How the data were processed

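RNA abundance was measured in the livers of 36 male mice on a C57Bl/6J background, with 1 array per mouse. Per the labels, 200 ng of total RNA extracted with TRIzol was converted to cRNA labelled with Cy3, a green dye, and hybridised to Agilent oligonucleotide arrays read in that single colour. The arrays fell into 6 groups of 6, formed by 2 genotypes and 3 conditions. AAKO is the label for mice that lack adipose triglyceride lipase (ATGL, encoded by Pnpla2) in white adipose tissue, and CTRL is the label for their controls. The conditions were free feeding, a 24 h fast, and feeding with a single oral dose of 3 mg/kg CL316243, an agonist of the beta 3 adrenergic receptor that stimulates fat breakdown in adipocytes. The dose was given in a carboxymethyl cellulose vehicle at Zeitgeber time 10, and all mice were killed at Zeitgeber time 16, in the dark phase. The fed control groups belong to experiment 2 in the labels and the fasted and CL316243 groups to experiment 1, so any comparison with the fed groups also compares experiments. Comparisons of genotypes within a condition, and of fasting with CL316243, lie within 1 experiment. A gavage time is given for the CL316243 groups only. Comparisons of CL316243 with fed or fasted mice may therefore also hold an effect of gavage or vehicle. The labels also give 2 wash batches, which hold arrays of every group, and the file headers give 8 slides, each scanned once, with several groups on each slide.

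The scanner files hold spot intensity values made by Agilent Feature Extraction 10.10.1.1, per the file headers, for array design 074809 with probe coordinates on the mouse assembly mm9. In the processed signal intensity the software had subtracted a spatially fitted background and removed a multiplicative trend within the array, per the file headers, and no scaling between arrays was recorded. The mean, median and local background intensity of each spot were also deposited, with 0 or 1 marks for signal well above background, saturation and outlying spots. A table of log2 values for 36898 probes was deposited by the authors without a stated normalization. Its 36 columns each correlated best with the log2 median intensity of the array of the same label (r between 0.99957 and 0.99981), so its scale is log2 and its direction is that of the scanner signal. All columns of a group held exactly the same sorted values and the groups differed, which is what quantile normalization within each group gives. The column medians were 6.91 for CTRL fed, 6.93 for AAKO fed, 6.97 for CTRL fasted, 7.01 for AAKO fasted, 6.91 for CTRL CL316243 and 6.88 for AAKO CL316243. No centring of genes was seen. The filter that chose its probes stays unknown.

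The main values were log2 of the processed signal minus the log2 of the 75th percentile of the array over probes other than controls. A value of 0 is therefore the brightness of the 75th percentile of its array. Of 59305 spots per array other than controls, those with an outlier mark on an array were left out there (2701 spots over all arrays, 0.127%), no spot was saturated, and spots of the same probe were averaged. Of 56605 probes, 32994 were named through the RefSeq accession in the files with a table for GRCm38.p6, used for names only, which changed the symbol of 1535. The other probes kept the name in the file. Each gene was represented by its probe with the highest mean over all arrays, which left 37061 genes. Genes were tested if the probe was well above background on at least 5 of the 6 arrays of at least 1 group, which left 24097. Probes of a gene can differ in transcript coverage and cross-hybridisation, and the text states where named genes had probes that disagreed.

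Models were fitted with limma 3.58.1 in R 4.3.3, with version 1.17.8 of the data.table package. All 36 arrays entered 1 fit with 6 group means and the wash batch as an additive factor, moderated by eBayes, and p-values were adjusted by the Benjamini-Hochberg method over the genes of a contrast. A gene is said to be called at an adjusted p under 0.05. All tests were two-sided. Errors beside fold changes are standard errors of that fit, and errors beside group values are SDs over 6 mice. Interaction contrasts compare the genotype difference between conditions: fasted against fed, CL316243 against fed, and fasted against CL316243. An effect of the experiment that is the same for both genotypes cancels in them.

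Lists of genes were fixed from general knowledge of liver metabolism: 37 targets of PPARα, the nuclear receptor that responds to fatty acids (among them Cyp4a10 and Cyp4a14), 12 genes of gluconeogenesis, 19 of lipogenesis, 23 of cholesterol synthesis and 26 of the acute phase response. All of their members were kept by the filter. Lists were tested with camera at a preset correlation between genes of 0.01, adjusted over 28 list tests, with camera at an estimated correlation and fry beside it. A list value is the median log2 fold change of its genes. Check lists of 13 clock genes, 8 adipocyte markers, 8 pancreas acinar markers (4 kept by the filter), 8 blood cell markers (7 kept) and 5 sex genes (4 kept) were not tested as sets. Pnpla2, Fgf21, Cpt1a, Cyp4a14, Pdk4 and Plin2 were always reported. Of the genes fixed in advance and those the naming rule picked, 1 each is not reported here, though both stayed in every count and list. For each of 6 contrasts of 2 groups, the 2 highest and 2 lowest fold changes were named among called genes whose 2 groups of arrays did not overlap, well above background on every array of the higher group and at least 1 of the lower. For each of 3 interactions the highest and lowest called gene was named if well above background on every array of at least 1 of the 4 groups. Genes whose name is a probe number, a range, an accession or a provisional symbol were passed over. The samples' groups, these lists, the gene rule, the main model and all alternatives below except 1 were chosen before the data were examined.

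The alternatives were quantile normalization between arrays, normexp background correction of the mean and local background intensity with an offset of 50, the authors' log2 table, no filter on dim probes, a filter requiring every array to be well above background, every probe tested on its own, no wash batch, each wash batch alone, slide as a fixed factor in place of wash batch or as a random block, only the groups of the contrast in the fit, the replicate number as a block, an added threshold of 1.5-fold, each array left out in turn, and the other set tests. Quantile normalization of the log2 median intensity over all arrays, on the probes of the authors' table, was added after that table had been looked at. Where a probe was not well above background on any array of a group, a fold change is a bound: the mean of the brighter group against, per array of the dim group, the higher of the probe's own signal and the lowest signal among probes well above background.

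The 75th percentile of the processed signal lay between 196 and 281 over the arrays, and 33130 to 37200 probes (58.5 to 65.7%) were well above background. For arrays, the number of mice limits the precision. No 2 arrays were near copies: the smallest distance between 2 arrays, the root mean square of their log2 differences over genes, was 0.249, against a median of 0.388 within groups and 0.666 between groups. The models were tested on simulated data, with 200 of 24097 genes changed by 1 log2 unit at the spread of the real arrays. The fit recovered 173 of them (86.5%) with 8 false calls for AAKO against CTRL in the fed state, 165 (82.5%) with 9 false calls for fasted against CL316243 in CTRL, and 116 (58.0%) with 7 false calls for the interaction of genotype and fasting. A list of 37 genes lowered by -0.5 was estimated at -0.49 with a limma camera p of 4.74e-51, and the smallest p of the lists left alone was 0.185. Genes were simulated independently of each other, whereas the correlation estimated in the real lists ran from 0.179 to 0.612. The simulation therefore cannot show how often the preset correlation gives false list calls in the real data.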

Results

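Liver RNA of 36 male mice was profiled on 36 arrays, 6 for each combination of genotype (CTRL, or AAKO lacking ATGL in white adipose tissue) and condition (fed, fasted for 24 h, or fed and given CL316243). The design asks how the liver transcriptome responds to fasting and to stimulation of adipocyte lipolysis, and what becomes of those responses when adipocytes lack the lipase. Between 33130 and 37200 probes per array were well above background, and the mean share per group ran from 62.1% ± 0.910 in CTRL CL316243 to 64.0% ± 1.14 in CTRL fasted (SD, n = 6). Values are log2 signal relative to the 75th percentile of the array. Probe positions are on mm9 as the files give them, and the files do not say whether a probe lies in an exon or a UTR. Over 24097 genes, the first principal component held 41.9% of the variance and the second 12.4%. AAKO fasted arrays lay between 102 and 110 on the first component. CTRL fasted arrays lay between 16.7 and 80.9, with replicate 2 at the upper end, and the remaining groups lay below 0.

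**Figure D1:**
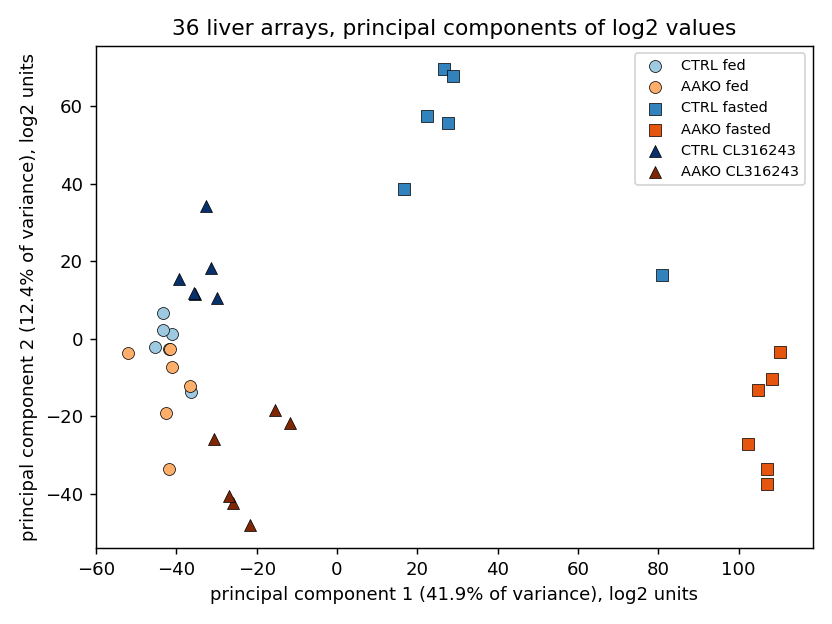
Positions of the 36 arrays on the first 2 principal components of the log2 values (axes in log2 units, with the percent of variance), 1 point per mouse, coloured and shaped by group. The AAKO fasted arrays sit apart at 102 to 110 on the first component, and CTRL fasted replicate 2, at 80.9, is the CTRL array nearest to them.

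Pnpla2, the gene that encodes ATGL, was read by 1 probe (chromosome 7, 148645928 to 148645987). Because the deletion is in adipose tissue, its liver signal does not check the genotype labels. In replicates 1 to 6 the CTRL fed values were 4.43, 4.58, 4.46, 4.10, 4.43 and 4.58, and the AAKO fed values were 3.65, 4.51, 4.44, 3.50, 4.16 and 3.62. The CTRL fasted values were 5.97, 6.86, 5.73, 6.06, 5.49 and 5.92, and the AAKO fasted values were 7.22, 7.12, 7.32, 7.32, 7.48 and 7.35. With CL316243 they were 4.70, 4.73, 4.40, 4.82, 4.47 and 4.58 in CTRL and 5.41, 5.97, 4.87, 5.06, 5.13 and 5.13 in AAKO. Signal therefore differed little between genotypes in the fed state (log2 fold change -0.45 ± 0.19, limma adjusted p = 0.655, ranges overlapping). All 6 AAKO fasted arrays lay above all 6 CTRL fasted arrays (1.30 ± 0.19, adjusted p = 8.25e-07). All 6 AAKO arrays given CL316243 lay above all 6 of their controls (0.65 ± 0.19, adjusted p = 0.0104), a call that was lost within wash batch 2 alone (0.40).

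The first comparison asks what the genotype changes in fed mice. Of 24097 genes, 19 were called between AAKO and CTRL, 10 higher and 9 lower, against 1637 at an unadjusted p under 0.05. The share of higher calls was 52.6%, against 67.9% of 28 calls in the authors' value table. This count moved more than any other with the processing: 3 genes were called with only these 2 groups in the fit, 29 after normexp correction, 1 within wash batch 1 and 0 within wash batch 2 (738 and 1989 at an unadjusted p under 0.05). It also rested on single arrays: it was 33 without CTRL fed replicate 4, 8 without CTRL fed replicate 5, 7 without AAKO fed replicate 6, and 10 without CTRL fed replicate 1, CTRL fed replicate 3 or AAKO fed replicate 1. The highest fold changes under the naming rule were those of Tuba8 and Zfp949. Tuba8 (chromosome 6, 121176046 to 121176105) rose from 0.57 ± 0.35 to 1.85 ± 0.48 (SD, n = 6; 1.28 ± 0.21, adjusted p = 0.00393). Zfp949 (chromosome 9, 88465683 to 88465742) rose from -0.96 ± 0.19 to 0.15 ± 0.21 (2.15-fold, adjusted p = 3.42e-08), and it was higher in AAKO by 1.24 and 1.13 in the fasted and CL316243 groups. The lowest were Cyp2b10 (chromosome 7, 26711522 to 26711581; -3.53 ± 0.58, adjusted p = 0.00393) and Cyp2b9 (chromosome 7, 26995607 to 26995666; -3.47 ± 0.64, adjusted p = 0.0140). For these 4 genes every AAKO array lay on 1 side of every CTRL array. Cyp2b9 was well above background on 4 of 6 AAKO arrays. Its change was -1.64 after normexp correction and no longer called, and the call was lost without AAKO fed replicate 1 (-3.25) or 6 (-3.15; largest adjusted p = 0.0735). Tuba8, Cyp2b10 and Cyp2b9 were not called within either wash batch, and Zfp949 was not called within wash batch 2.

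The second comparison was that of the genotypes in fasted mice. AAKO and CTRL fasted livers differed in 11848 genes (5279 higher and 6569 lower in AAKO; 44.6% higher here and 50.5% in the authors' value table), 49.2% of those tested, and 6104 of them changed at least 1.5-fold. The highest were Ppp1r3g and Slc7a6. Ppp1r3g (chromosome 13, 36061999 to 36062058) was at 0.01 ± 1.61 in CTRL and 5.95 ± 0.62 in AAKO (5.94 ± 0.88, 61.2-fold, adjusted p = 1.28e-06), with CTRL replicate 2 at 3.07 against -1.46 for the lowest array. Slc7a6 (chromosome 8, 108721796 to 108721855) was at -4.27 ± 1.87 in CTRL, where 4 of 6 arrays were well above background, and 0.61 ± 0.33 in AAKO (4.88 ± 0.52, adjusted p = 2.83e-09). A second probe of Slc7a6 gave 4.41. The lowest were Fgf21 and Inhbe. Fgf21 (chromosome 7, 52869305 to 52869364), which encodes a fasting-induced liver hormone, was at 2.17 ± 1.09 in CTRL and -3.29 ± 1.46 in AAKO, where 5 of 6 arrays were well above background (-5.47 ± 0.59, adjusted p = 4.30e-09). The Fgf21 difference was -3.78 after normexp correction and still called. Inhbe (chromosome 10, 126786719 to 126786778) was at 3.06 ± 0.61 in CTRL and -1.77 ± 0.62 in AAKO (-4.82 ± 0.31, adjusted p = 1.00e-13). All 6 AAKO arrays lay beyond all 6 CTRL arrays for each of these genes.

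After CL316243, 5929 genes differed between the genotypes (3132 higher and 2797 lower in AAKO), 24.6% of those tested. In the authors' value table the count was close, at 5914, but 42.3% of calls were higher in AAKO against 52.8% here. Rnf138rt1 (chromosome X, 160198168 to 160198227) was well above background on 2 of 6 CTRL arrays and all AAKO arrays, and rose from -5.22 ± 1.35 to 0.30 ± 0.32 (5.67 ± 0.79, adjusted p = 2.62e-06). The probe that represented Pip5k1a (chromosome 3, 94901128 to 94901187) rose by 4.50 ± 0.93 (adjusted p = 0.000468; not called within wash batch 2, adjusted p = 0.0834), but 2 further tested probes of that gene gave 0.39 and 0.56. Across the 36 arrays, deviations of the first probe from its group means followed those of Mt2 (Pearson's r = 0.981, Spearman's rho = 0.961, and r = 0.966 without the 2 arrays farthest in Mt2). Within wash batches 1 and 2 r was 0.987 and 0.978. Mt2 was the closest of 24096 genes, and 0 of 1000 shuffles within groups gave so high an r for any gene (permutation p = 0.001, the smallest they can give). Fgf21 (-4.59 ± 0.59, 24.0-fold, adjusted p = 7.75e-07) and Mtnr1a (chromosome 8, 46173783 to 46173842; -4.36 ± 0.30, adjusted p = 1.19e-11) were lowest. The size for Fgf21 depends on the processing: it was -2.93 after normexp correction and -3.79 in the authors' value table, both called. Mtnr1a was well above background on 4 of 6 AAKO arrays, and its difference was -1.99 after normexp correction. It was also lower in AAKO by -1.61 in fed and -3.72 in fasted mice. For these genes all 6 AAKO arrays lay beyond all 6 CTRL arrays.

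**Figure D2:**
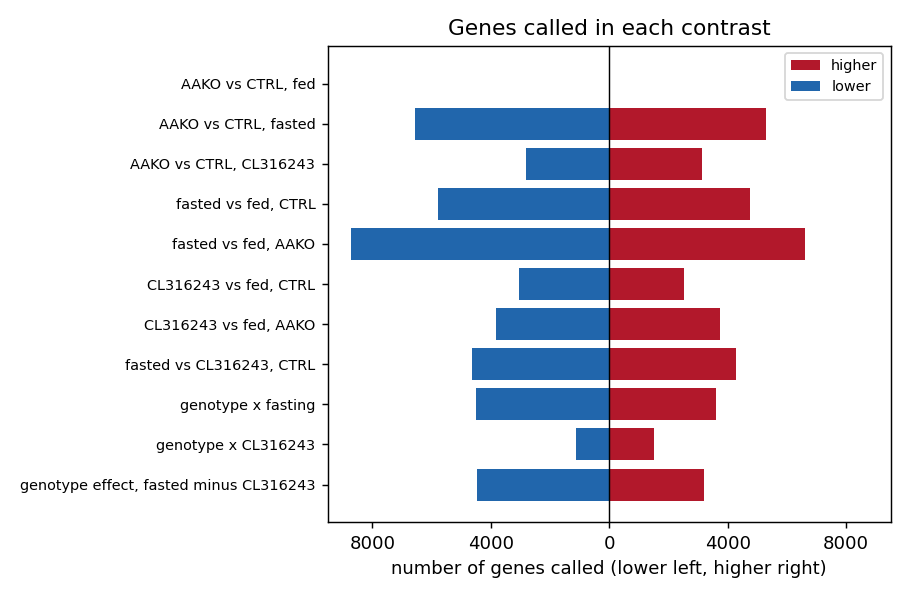
Number of genes called at a limma adjusted p under 0.05 in each contrast (bars to the left, lower; bars to the right, higher; 24097 genes tested). The genotype contrast holds 19 genes in fed mice, 11848 in fasted mice and 5929 after CL316243.

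The next comparisons ask how each genotype responded to fasting and to CL316243. The fed arrays come from the other experiment, so condition and experiment cannot be told apart in these contrasts. Those of CL316243 may also hold an effect of gavage or vehicle. In CTRL, 10547 genes differed between fasted and fed mice (4747 higher and 5800 lower; 45.0% of calls were higher here and 56.1% in the authors' value table). Cyp4a14 (chromosome 4, 115168609 to 115168668) rose from -4.56 ± 0.52 to 2.84 ± 0.22 (7.40 ± 0.35, adjusted p = 2.45e-16), a change that was 4.63 after normexp correction, and it was well above background on 4 of 6 CTRL fed arrays. Cyp4a10 (chromosome 4, 115205268 to 115205756) rose by 5.93 ± 0.32 (adjusted p = 3.90e-15). In AAKO these 2 genes rose by 4.20 and 5.15 on fasting (adjusted p = 3.59e-12 and 5.98e-15), and the fasting interaction of Cyp4a10 was not called (-0.78, adjusted p = 0.188). Thrsp (chromosome 7, 104561649 to 104561708) changed by -4.64 ± 0.40 (adjusted p = 5.63e-11). In AAKO, 15326 genes differed between fasted and fed mice (6617 higher and 8709 lower; 43.2% of calls were higher here, 36.7% after normexp correction and 51.7% in the authors' value table). The median of all genes in that contrast was -0.10, -0.11 after normexp correction and 0.01 in the authors' value table, so a common shift of that size is set by the scaling. Of the genes called in CTRL, 8143 were called in the same direction in AAKO. CL316243 changed 5578 genes in CTRL (2516 higher and 3062 lower) and 7574 in AAKO (3735 higher and 3839 lower; 49.3% higher here and 40.3% in the authors' value table), of which 2751 were called in both in the same direction. In CTRL the highest were Egr1 (chromosome 18, 35024395 to 35024454; 4.68 ± 0.49, adjusted p = 5.27e-08) and Nipal1 (chromosome 5, 73061466 to 73061525; 3.79 ± 0.47, adjusted p = 7.46e-07). The lowest were Hspa1a (chromosome 17, 35106766 to 35106825; -3.60 ± 0.38, adjusted p = 4.51e-08) and Angptl8 (chromosome 9, 21641729 to 21641788; -3.27 ± 0.60, adjusted p = 0.000147; within wash batch 1 -2.63 and not called, adjusted p = 0.0693). All 6 treated arrays lay beyond all 6 fed arrays for each of the genes named for these 2 contrasts.

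Fasted and CL316243-treated CTRL mice come from the same experiment and differed in 8938 genes (4286 higher and 4652 lower after fasting; 48.0% of calls were higher here and 59.8% in the authors' value table). Cyp2b9 (5.99 ± 0.64, 63.5-fold, adjusted p = 8.38e-09) and Cyp2b10 (5.89 ± 0.58, 59.4-fold, adjusted p = 1.73e-09) were highest. Cxcl1 (chromosome 5, 91322080 to 91322139; -4.86 ± 0.81, 29.0-fold, adjusted p = 1.41e-05) and Dbp (chromosome 7, 52965265 to 52965324; -3.96 ± 0.33, 15.6-fold, adjusted p = 1.05e-10) were lowest. All 6 fasted arrays lay beyond all 6 treated arrays for these 4 genes. Gavage or vehicle may add to these differences, since a gavage time is given for the treated mice only.

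Whether the genotype changed the responses was tested with interactions. The genotype difference was not of the same size in fasted and fed mice for 8104 genes (3617 with a higher and 4487 with a lower difference when fasted; 44.6% higher here and 50.1% in the authors' value table), and in CL316243-treated and fed mice for 2622 (1504 and 1118). For this second interaction 57.4% of calls were higher here and 44.2% in the authors' value table. Between fasted and CL316243-treated mice it differed for 7666 genes (3209 and 4457; 41.9% higher here and 54.8% in the authors' value table). Pappa2 (chromosome 1, 160641903 to 160641962) was highest for fasting (5.39 ± 0.61, adjusted p = 5.87e-08; 3.48 at a second probe). It was not well above background on any CTRL fasted array and at 0.62 ± 0.48 on all 6 AAKO fasted arrays, a difference of at least 59.0-fold in fasted mice. Fgf21 was lowest for fasting (-5.18 ± 0.83, adjusted p = 1.34e-05) and for CL316243 (-4.30 ± 0.84, adjusted p = 0.000662). After normexp correction these were -3.69 and -2.84, both called. Rnf138rt1 was highest for CL316243 (4.34 ± 1.12, adjusted p = 0.00933), but was called in neither wash batch alone (4.42 and 3.89), and the interaction of Fgf21 with CL316243 was not called within wash batch 2 (-3.39). Between fasting and CL316243, Rgs16 was highest (chromosome 1, 155592497 to 155592556; 7.02 ± 1.22, adjusted p = 4.10e-05). Its difference between AAKO and CTRL was 3.66 when fasted and -3.36 after CL316243. Rad51b was lowest (chromosome 12, 80915000 to 80915059; -4.47 ± 0.74, adjusted p = 2.29e-05), but a second probe of the gene gave 2.08, so the direction holds for 1 probe only.

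Of the genes fixed in advance, Fgf21, Cyp4a14 and Plin2 were raised in CTRL by fasting and by CL316243, and lower in AAKO than in CTRL in both conditions, under all 4 scalings besides the main one. Plin2 (chromosome 4, 86302847 to 86302906), which encodes a lipid droplet protein, went from 5.72 ± 0.11 to 7.89 ± 0.52 and 8.04 ± 0.35 in CTRL. In AAKO it went from 5.74 ± 0.24 to 4.90 ± 0.66 and 5.56 ± 0.48. Cyp4a14 was lower in AAKO by -3.23 ± 0.35 when fasted (adjusted p = 3.65e-09) and by -2.71 ± 0.35 after CL316243 (adjusted p = 6.79e-07). The latter was -0.90 after normexp correction and -1.69 in the authors' value table, and the gene was at -4.40 in AAKO after CL316243, well above background on 5 of 6 arrays. For Plin2 and Cyp4a14 the arrays of the 2 genotypes did not overlap when fasted or after CL316243. Cpt1a (chromosome 19, 3385374 to 3385433) rose by 1.04 ± 0.11 in CTRL and 1.33 ± 0.11 in AAKO on fasting, and the interaction was not called (0.29 ± 0.16, adjusted p = 0.177). Its difference between the genotypes was -0.44 ± 0.11 in fed mice and not called (adjusted p = 0.203). That after CL316243 was small and at the edge of the threshold (-0.34 ± 0.12, adjusted p = 0.0310, ranges overlapping). The call was lost without AAKO CL316243 replicate 3 (-0.31), 4 (-0.29), 5 (-0.33) or 6 (-0.31) and without CTRL CL316243 replicate 1 (-0.29) or 2 (-0.28). It was also lost with slide as a fixed factor (-0.35, adjusted p = 0.0516), without a filter on dim probes, with only these 2 groups in the fit, and within either wash batch (-0.21 and -0.54). Pdk4 (chromosome 6, 5433441 to 5433500) rose by 3.45 ± 0.48 in CTRL and 3.35 ± 0.48 in AAKO on fasting, and no genotype difference or interaction was called for it. Its genotype difference after CL316243 (0.20) was -0.25 without AAKO CL316243 replicate 6.

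**Figure D3:**
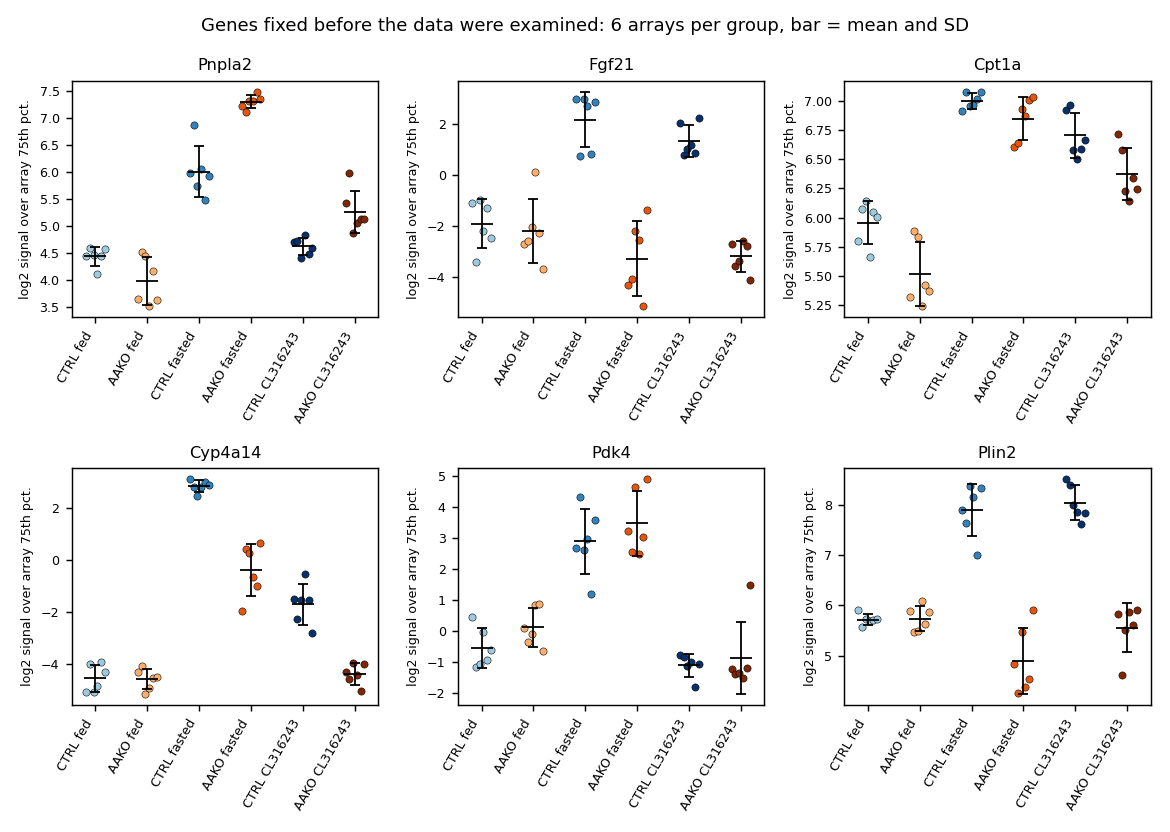
Log2 signal over the 75th percentile of the array for 6 genes fixed in advance, 1 point per mouse with the group mean and SD (n = 6). Fgf21 reached 2.17 in fasted CTRL and 1.34 in CL316243-treated CTRL against -3.29 and -3.20 in AAKO, whereas Pdk4 rose on fasting in both genotypes.

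Among gene lists, the 37 PPARα targets showed the clearest pattern. Their median log2 fold change between genotypes was -0.26 in fed mice (35 of 37 genes lower, camera adjusted p = 3.36e-15), -1.51 in fasted mice (35 lower, adjusted p = 2.47e-22) and -0.98 after CL316243 (36 lower, adjusted p = 3.27e-35). In CTRL it was 0.97 for fasting (35 higher, adjusted p = 3.37e-23) and 0.40 for CL316243 (36 higher, adjusted p = 1.52e-17). The interactions, tested for this list only, were -1.32 for fasting (adjusted p = 1.31e-19), -0.81 for CL316243 (adjusted p = 3.37e-23) and -0.51 for fasting against CL316243 (adjusted p = 0.000244). In these 8 contrasts the genes called individually numbered 1, 35, 35, 35, 23, 32, 24 and 23, and adjusted over the list alone 7, 35, 35, 36, 26, 33, 31 and 24. The set test moved these results most: under camera with an estimated correlation (0.401 for this list) the fed genotype difference, the CL316243 response and the contrast of fasting with CL316243 were no longer called (adjusted p = 0.0745, 0.0536 and 0.409). The list results that held under that test were the other 5 of the PPARα list and those of cholesterol synthesis in fed mice and in fasting. Under fry all calls held except those of lipogenesis and the acute phase between genotypes in fed mice and of the acute phase for CL316243. The mean of the 37 genes was 4.50 ± 0.112 in CTRL fed, 6.35 ± 0.293 in CTRL fasted and 5.36 ± 0.168 in CTRL CL316243 arrays, against 4.21 ± 0.240, 4.57 ± 0.308 and 3.98 ± 0.0782 in AAKO. For fasting in AAKO the mean rose, but the median log2 fold change of the list was -0.24, and -0.05 in the authors' value table. The list was not tested in that contrast.

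The lists of lipid synthesis moved with fasting in CTRL. Lipogenesis had a median of -1.75 (16 of 19 genes lower, camera adjusted p = 3.55e-07; 16 genes called over all genes and 17 adjusted over the list alone). Cholesterol synthesis had a median of -2.13 (22 of 23 lower, adjusted p = 1.31e-19; 23 called by either count). CL316243 gave no call for either (0.02 and 0.08, adjusted p = 0.816 and 0.437). For lipogenesis that median was positive while the mean was -0.38 and the test pointed down, and 14 genes were called over all genes (7 higher and 7 lower) and 15 adjusted over the list alone. Cholesterol synthesis then had 13 genes called by either count. Between genotypes, cholesterol synthesis was higher in AAKO in fed mice (0.42, 22 of 23 higher, adjusted p = 1.20e-17; 0 genes called over all genes, 10 adjusted over the list alone) and in fasted mice (0.62, 18 higher, adjusted p = 6.43e-05; 15 and 16 genes). It was not called after CL316243 (0.08, adjusted p = 0.212; 7 genes by either count). Lipogenesis was higher in fed AAKO (0.31, 13 of 19 higher, adjusted p = 0.000263; 0 and 3 genes; 0.47 without CTRL fed replicate 4), not called in fasted mice (0.43, adjusted p = 0.445; 14 and 16 genes, in both directions), and lower after CL316243 (-0.57, 13 lower, adjusted p = 2.30e-05; 11 genes by either count).

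Gluconeogenesis was higher in AAKO than in CTRL when fasted (0.87, 10 of 12 genes higher, camera adjusted p = 0.00249; 8 genes called over all genes and 9 adjusted over the list alone) and after CL316243 (0.33, 9 higher, adjusted p = 0.00243; 6 by either count). In fed mice it did not differ (0.03, adjusted p = 0.475; 0 and 2 genes). In CTRL it rose on fasting (0.41, 10 higher, adjusted p = 0.00416; 6 and 7 genes), and the rise with CL316243 was not called (0.32, adjusted p = 0.188; 4 and 7 genes). The acute phase list was higher in AAKO after CL316243 (0.78, 25 of 26 higher, adjusted p = 1.93e-06; 12 and 15 genes), did not differ when fasted (0.01, adjusted p = 0.546; 6 and 5 genes), and was 0.29 in fed mice (23 higher, adjusted p = 0.00559; 0 genes by either count). That fed value was no longer called without AAKO fed replicate 6 (0.04), AAKO fed replicate 1 (0.19), CTRL fed replicate 1 (0.15) or CTRL fed replicate 4 (0.24). In CTRL the acute phase list was 0.16 for fasting (adjusted p = 0.212; 8 genes by either count) and 0.52 for CL316243 (23 higher, adjusted p = 0.000334; 5 by either count), the latter 0.34 without CTRL CL316243 replicate 5, and 0.19 and not called within wash batch 2.

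**Figure D4:**
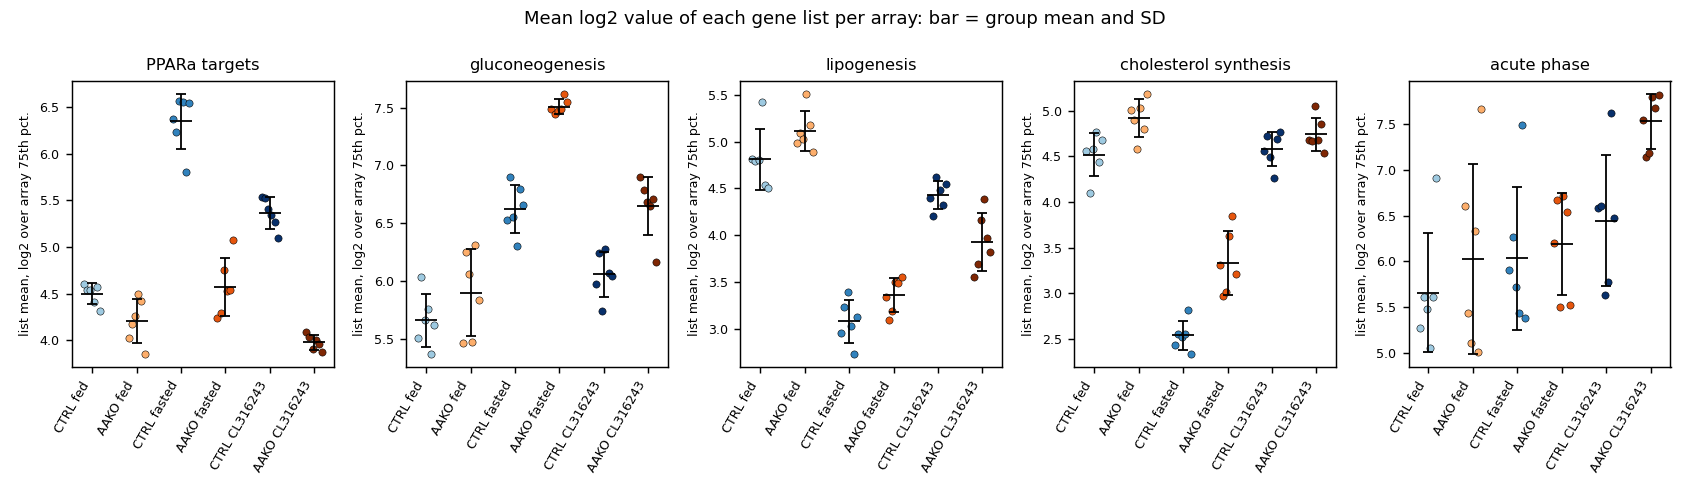
Mean log2 value of each fixed gene list on each array (log2 signal over the 75th percentile of the array), 1 point per mouse with the group mean and SD (n = 6). The PPARα list averaged 6.35 in CTRL fasted and 4.57 in AAKO fasted arrays, and cholesterol synthesis 2.54 and 3.33.

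Across the 24097 genes, the genotype difference in fasted mice and that after CL316243, which share no array, correlated at Pearson's r = 0.417 and Spearman's rho = 0.361. Genes are not independent replicates, so no p is given. The coefficient moved most within wash batch 2 (0.316). Of the genes called in both, 3098 of 3848 had the same direction (r = 0.683). The fasting and CL316243 responses of CTRL share the fed arrays, and their correlation of 0.484 did not exceed that of simulated unchanged groups against the same controls (median 0.493, range 0.263 to 0.666 over 50 draws). Here 3551 genes were called in both, 3218 of them in the same direction. The largest number called in both in those draws was 0, but their groups were unchanged by construction. The draws therefore give neither an expected correlation of 2 real responses nor an expected number of calls that they share. They show only that shared controls alone can give a correlation of this size between unchanged groups. In AAKO the correlation was 0.405 against a simulated median of 0.498, with the same limit.

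**Figure D5:**
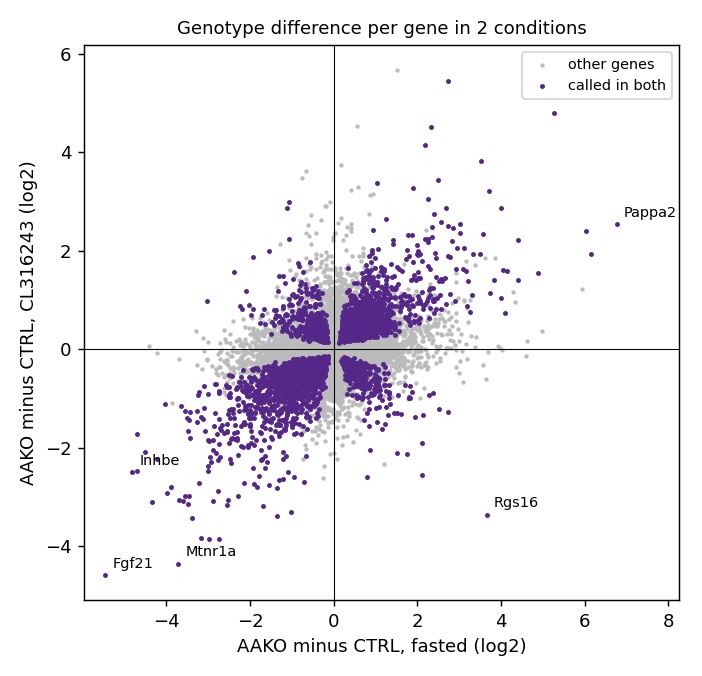
Log2 fold change between AAKO and CTRL in fasted mice (horizontal) against that after CL316243 (vertical), 1 point per gene, with the 3848 genes called in both marked. Fgf21 lies low on both axes (-5.47 and -4.59), whereas Rgs16 is higher in AAKO when fasted (3.66) and lower after CL316243 (-3.36).

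The size of the responses was compared by slopes through 0. Over the 10547 genes called for fasting in CTRL, the AAKO response had a slope of 1.03 on the CTRL response, and 88.6% kept their sign. Over the 15326 genes called in AAKO, the CTRL response had a slope of 0.473 on the AAKO response. Over the 5578 genes called for CL316243 in CTRL the slope of AAKO was 0.594, and over the 7574 called in AAKO the slope of CTRL was 0.437. Choosing genes in either genotype lowers the slope of the other, so the 2 values for CL316243 do not show a weaker response in 1 genotype. The slope for CL316243 was 0.398 within wash batch 2. The fed arrays are shared by numerator and selection, and the experiment enters both responses.

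The check lists gave the following values. Among 13 clock genes, 10 were called between genotypes in fasted mice, all of them higher in AAKO (list median 1.21), against 0 in fed mice (-0.16) and 2 after CL316243 (-0.23, both lower). Over the list alone the counts were 10, 0 and 0. Between fasted and CL316243-treated CTRL mice 10 of the 13 were called (3 higher and 7 lower, median -1.37; 11 adjusted over the list alone). Of 8 adipocyte markers 0, 3 and 1 were called between genotypes in fed, fasted and CL316243-treated mice (0, 3 and 0 adjusted over the list alone), with medians of 0.01, 0.22 and 0.15. The 4 pancreas acinar markers kept by the filter had medians of 0.10, -0.42 and 0.18 and 0, 3 and 1 calls (1, 3 and 1 over the list alone). The 7 blood cell markers had medians of 0.24, -0.26 and 0.53 and 0, 4 and 0 calls (0, 5 and 0 over the list alone). The 4 Y-linked genes had medians of -0.12, 0.13 and 0.26 and 0, 3 and 2 calls (0, 3 and 2 over the list alone), and Xist was above background on 0 of 36 arrays, so no array was at odds with the label male.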

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

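The tests of a wrong genotype label and of signals near the floor were fixed before their results were seen, and the scalings and wash batches used for the PPARα list were, except 1 scaling, alternatives fixed before the data were examined. The other tests in this part, and the reading of those alternatives as tests, were chosen after the results were seen. In 23 of the 228 sets of 6 arrays examined (38 measures in each of 6 groups), 1 array lay far from the other 5. Chance gives about 1 in 20, or 11.4 sets. A one-sided binomial test gave p = 0.00120, which taken alone argues against that rate. The measures share arrays and are not independent, so the test is void and chance cannot be excluded for any 1 of them. The first rules for this test and for low signal on the array would have ruled out both explanations, and they were loosened to leave them open after the values had been seen. Of the 21 values other than the share of probes well above background itself, 8 belonged to the array with the lowest such share in its group, against 3.50 expected at 1 in 6, but these lay on only 3 arrays. Low signal on the array therefore may contribute and was neither shown nor excluded. No biological explanation was tested for these single arrays, since the labels give nothing that sets them apart.

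The single values were as follows. In CTRL fed mice, replicate 4 had Pnpla2 at 4.10, Nipal1 at -7.54 and a lipogenesis mean of 5.42, and replicate 6 had Rnf138rt1 at -2.35, the Pip5k1a probe at 7.43 and an acute phase mean of 6.91. Among CTRL arrays given CL316243, replicate 4 had Cyp2b10 at 0.62, Cyp2b9 at -0.80 and a second principal component of 34.3, and replicate 5 had Pdk4 at -1.81 and Dbp at 6.15. Among AAKO arrays given CL316243, replicate 6 had Pdk4 at 1.48 and a gluconeogenesis mean of 6.16, replicate 2 had Plin2 at 4.62, and replicate 3 had Slc7a6 at -5.87. Fasted AAKO arrays differed in Inhbe for replicate 6 (-0.54), Nipal1 for replicate 2 (0.88), Cxcl1 for replicate 3 (-2.77) and the share of probes well above background for replicate 4 (58.5%). Fasted CTRL replicate 5 had Dbp at 4.04. Without AAKO CL316243 replicate 6, the genotype difference of Pdk4 was -0.25 in place of 0.20.

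CTRL fasted replicate 2 lay nearest to the AAKO fasted arrays. Its first principal component was 80.9, its Ppp1r3g value 3.07 and its share of probes well above background 61.8%, the lowest of its group. Over 11813 genes called between the fasted genotypes, it lay 0.557 of the way from the other CTRL fasted arrays to the AAKO fasted mean, against -0.137 to -0.0423 for the others. Its mean distance was 0.684 to its own group and 0.608 to AAKO fasted. A wrong genotype label was tested over 13 genes called in 1 direction in fed and CL316243-treated mice, a set that uses no fasted array. The fraction there was 0.0916, inside the range of the other CTRL fasted arrays (-0.103 to 0.203), where an AAKO liver would be near 1. Its Zfp949 value was -0.40, whereas the lowest of the 18 AAKO arrays was -0.20 and the highest of the 18 CTRL arrays -0.27. The PPARα list gave 0.141 (others -0.145 to 0.310). Low signal on the array stays open: 7 arrays had a lower share of probes well above background and none of them lay far from its group on the first principal component, but the share of this array was the lowest of its group. The rule first written would have ruled low signal out, and it was changed after the value had been seen. Blood in the piece of liver was argued against as the whole cause. The red cell genes exceeded those of the other arrays by 0.546, the highest of the 6 arrays (others -0.448 to 0.411), so some more blood is possible, while S100a8, S100a9 and Ngp exceeded them by 5.09. What also stays open is a physiological difference of that mouse, a hypothesis that may account for the values and was not tested. Leaving the array out changed the call of no result.

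The genotype difference depended on the condition for many genes: 8104 for fasting against fed, 2622 for CL316243 against fed and 7666 for fasting against CL316243. Chance was examined by drawing 100 splits of the same arrays with the group sizes kept, the real one included, with missing spots filled by group means (real counts of 8107, 2624 and 7666). For the first interaction 1 split, the real one, gave as many genes, and for the second also 1. For fasting against CL316243 it was 2. The other split gave 7717 genes and moved 1 fasted array of each genotype, replicate 2 of CTRL and replicate 6 of AAKO, and 4 CL316243 arrays of each genotype. It therefore mostly turned the CL316243 genotype contrast round and kept the fasted one. For the 8 contrasts of 2 groups 1 split of 100, the real one, gave as many genes in each, and the next largest counts were 2, 9849, 3401, 7425, 11345, 2141, 2960 and 5351. For the interactions the splits shuffled the genotypes within each condition, which also removes the genotype difference itself. Those splits therefore cannot show whether that difference depends on the condition. For the counts of the 8 contrasts of 2 groups chance can be excluded, as far as 100 splits can show. A fit of the 12 fed arrays alone, however, gave 37 genes between wash batches and 3 between genotypes. The 19 genes between fed genotypes come from the fit of all arrays. Within the batches that genotype count was 1 and 0. In the other 7 contrasts of 2 groups the split by wash batch gave 464 genes for the fasted genotypes, 874 for fasting in AAKO and at most 18 elsewhere, all below the real counts.

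The PPARα list was the only list tested for interactions. Its medians were -1.32 for fasting, -0.81 for CL316243 and -0.51 for fasting against CL316243. Array scaling was argued against, because the list lay far from the median of all genes under each of 5 scalings (-1.21, -0.79 and -0.38 where it lay nearest). Wash batch was argued against for the first 2, whose smaller medians within a batch were -1.20 and -0.54, both called. For fasting against CL316243 the list median was -0.27 in wash batch 1 and not called (camera adjusted p = 0.0586) and -0.65 in wash batch 2, so an effect of wash batch stays open. The fed arrays come from the other experiment. A genotype difference that depends on the experiment cannot be told apart from the interactions with fed mice, although the list was lower in AAKO within the first experiment alone, by -1.51 when fasted and -0.98 after CL316243. The design offers a biological explanation, that the adipocyte lipase contributes to the rise of PPARα targets. For fasting it may hold for the list and not for each member. The fasting interaction of Cyp4a10 was not called (-0.78), and the gene rose by 5.15 on fasting in AAKO. Cyp4a10 was still lower in AAKO by -1.69 when fasted and by -3.20 after CL316243 (limma adjusted p = 4.19e-05 and 9.29e-09). With CL316243 it rose by 2.38 in CTRL, whereas the AAKO means were 1.28 when fed and 1.40 when treated. For CL316243 the gene is therefore no exception to the list. The explanation stays untested against a difference between experiments.

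Among single genes, interactions were called for Pappa2 (5.39 for fasting), Fgf21 (-5.18 for fasting and -4.30 for CL316243), Rnf138rt1 (4.34 for CL316243), Rgs16 (7.02 for fasting against CL316243) and Rad51b (-4.47 for the same). They were also called for Pnpla2 (1.75 for fasting and 1.1 for CL316243), Cyp4a14 (-3.19 and -2.67) and Plin2 (-3.01 and -2.50). Signals near the floor were tested for 2 genes that were dim in several groups. With all values raised to the lowest signal well above background, Pappa2 kept 5.21 and Rnf138rt1 4.48. The size of both interactions depends on the floor (2.53 and 2.13 after normexp correction, both called). In fed mice Pappa2 was well above background on 1 of 6 CTRL and 4 of 6 AAKO arrays, and Rnf138rt1 on 1 and 3. Raising values cannot reveal a fed genotype difference hidden below the floor, so the floor stays open for these interactions. Cyp4a14, also dim in 3 groups and added after its values had been seen, kept -3.19 and -2.61. Its fed groups lay near the floor too (-4.56 in CTRL and -4.59 in AAKO), so the same limit holds for it. Its genotype difference after CL316243 was -0.90 after normexp correction. A second probe of Rad51b pointed the other way (2.08), which may reflect probes that read different transcripts. That was not tested. The same confounding with the experiment holds for each interaction with fed mice, and a genotype effect that differs between conditions stays among the open explanations.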

How the results depend on the processing

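Among the alternatives, only quantile normalization of the median signal over all arrays was chosen after the results were seen. Of 3064 values, 105 were those reported and 2818 of the others kept their direction and their side of the threshold, or stayed within 1.5 times for counts and 1 SD for values with no test. Under no wash batch, slide as a random block, the replicate number as a block and every probe tested, all 105 did so. A filter that asks for every array to be well above background gave 85 values, all of them unchanged in this sense, but 20 of 62 gene values could not be computed. The authors' table covered 60 of 62 gene values. Over all groups the numbers of the replicates showed no pairing of mice: in 90 same-numbered pairs of arrays the mean r was -0.000956 against 0.000177 for other numbers. Between the 2 fed groups the mean was 0.124 against -0.0248, and all 6 pairs lay above 0 (3 of them above 0.1, the lowest at 0.00515), so pairing stays open there. With replicate as a block 20 genes were called between fed genotypes, and the block changed no call of a reported result.

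Scaling moved few of the counts and of the gene and list values. The share of calls that were higher did move, by over 10 points in 6 contrasts in the authors' table. Under quantile normalization gluconeogenesis between fed genotypes was -0.0117, against 0.03. In the authors' table it was -0.00127, Cyp4a14 and Plin2 between fed genotypes were 0.0402 and -0.0119, and lipogenesis for CL316243 in CTRL was -0.0418. Quantile normalization of the median signal over all arrays gave -0.0148, 0.0216, -0.0196 and -0.0376 for these 4. None of these values was called under any of these scalings, and the cause was not tested. Normexp correction raised the count between fed genotypes to 29, and the call of Cyp2b9 in that contrast was lost (-1.64). Without a filter on dim probes the correlation of genotype effects was 0.362, which the added noise of dim probes could produce, though the cause was not tested, and Cpt1a after CL316243 was not called.

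An added threshold of 1.5-fold lowered counts by its construction, to 6104 (genotypes, fasted), 2465 (genotypes, CL316243), 5034 and 9509 (fasting in CTRL and AAKO), 2177 and 3173 (CL316243 in CTRL and AAKO), 4209 (fasted against CL316243), and 5197, 1553 and 4706 (the 3 interactions). With only the groups of the contrast in the fit, the count between fed genotypes was 3, and Tuba8, Cyp2b9 and Cpt1a (-0.35) lost a call. Fewer arrays then estimate the spread.

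Wash batch 1 alone holds 19 arrays and wash batch 2 holds 17, so counts fell by construction. The first gave 1 gene between fed genotypes, 2968 between genotypes after CL316243, 5955 for fasting in CTRL, 2090 and 4664 for CL316243 in CTRL and AAKO, 4520 for fasted against CL316243, and 5070, 459 and 4709 for the interactions. The second gave 0 genes between fed genotypes by limma (1989 at an unadjusted p under 0.05), 7782 and 1514 between genotypes when fasted and after CL316243, 1614 and 2274 for CL316243 in CTRL and AAKO, and 3121, 484 and 3038 for the interactions. In wash batch 1 Fgf21 between fed genotypes was 0.80, lipogenesis for CL316243 -0.32, acute phase between genotypes -0.0114 when fed and -0.43 when fasted, and acute phase for fasting 0.40, which was then called. The PPARα list for fasting against CL316243 was -0.27 and not called, and the correlation of genotype effects was 0.353. In wash batch 2 Cyp4a14 between fed genotypes was 0.14, Plin2 -0.0456, Pdk4 between genotypes -0.45 after CL316243 and -0.40 when fasted, and gluconeogenesis between fed genotypes -0.00876. There cholesterol synthesis was -0.0154 for CL316243 and 0.22 between genotypes after CL316243, then called, and the acute phase was -0.17 for fasting and 0.19 for CL316243, no longer called. The correlation of genotype effects was 0.316 and the slope for CL316243 0.398. The cause of these reversals was not tested. Of 62 gene values, 6 lost a call in wash batch 1 and 9 in wash batch 2.

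With slide as a fixed factor gluconeogenesis between fed genotypes was -0.00265, acute phase 0.12 between fed genotypes, no longer called, and -0.0459 between fasted genotypes, and Cpt1a between genotypes after CL316243 (-0.35, adjusted p = 0.0516) lost its call. The cause was not tested. Set tests changed calls but not medians. Under fry lipogenesis (0.31) and acute phase (0.29) between fed genotypes and acute phase for CL316243 (0.52) were no longer called. Camera with an estimated correlation removed the calls of the PPARα list between fed genotypes (-0.26), for CL316243 (0.40) and for fasting against CL316243 (-0.51), of gluconeogenesis between genotypes when fasted (0.87) and after CL316243 (0.33) and for fasting (0.41), of lipogenesis between fed genotypes (0.31), after CL316243 (-0.57) and for fasting (-1.75), of cholesterol synthesis between fasted genotypes (0.62), and of acute phase between genotypes when fed (0.29) and after CL316243 (0.78) and for CL316243 (0.52). By its construction it allows for genes of a list that vary together.

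Leaving out 1 array at a time moved the count between fed genotypes from 7 (without AAKO fed replicate 6) to 33 (without CTRL fed replicate 4). Gluconeogenesis between fed genotypes ranged from -0.0518 to 0.0521, acute phase from 0.0381 to 0.41 between fed genotypes and from -0.10 to 0.35 between fasted genotypes, acute phase for fasting from -0.00728 (without CTRL fasted replicate 5) to 0.26, and lipogenesis for CL316243 from -0.12 to 0.15. Between fed genotypes Cyp4a14 ranged from -0.17 to 0.11 and Plin2 from -0.0524 to 0.0694. After CL316243 Pdk4 ranged from -0.25 (without AAKO replicate 6) to 0.32, and Cpt1a from -0.40 to -0.28. Cholesterol synthesis between genotypes after CL316243 ranged from 0.0128 to 0.17. For CL316243 in CTRL it ranged from 0.0155 to 0.18, and neither was called at any point. Apart from the count and the acute phase list between fed genotypes, these values lie near 0 or near the threshold. That acute phase value (0.29) depended on single arrays, with a camera adjusted p from 1.2e-05 to 0.80. The cause was not tested.

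Depth on arrays is signal over background, and 58.5 to 65.7% of probes were well above it. Changes of genes near the floor are compressed or bounded: in CL316243-treated CTRL mice Slc7a6 was not well above background on any array, so it was at least 1.67-fold higher in AAKO, and Pappa2 at least 2.17-fold.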

Other observations

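The tests of the placement of neighbouring genes, of a DNA difference at their locus, and of calls shared by all contrasts against fed mice were fixed before their results were seen, and the other tests in this part were chosen after the results were seen. The genes named here beyond the rule for named genes were chosen after their values had been seen.

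S100a8 and S100a9, which belong to the list of blood cell markers, were higher in fasted AAKO than in fasted CTRL livers by 3.62 ± 1.02 and 3.39 ± 0.97, and Ngp by 2.16 ± 0.72. The CTRL fasted arrays varied widely (SD 2.94 for S100a8 and 2.78 for S100a9). Replicate 2 exceeded the other CTRL fasted arrays by 5.09 over these genes, so the size of the differences depends on that array. Blood left in the piece of liver is argued against, since the 3 red cell genes were not higher: the highest difference among them was -0.37 for Alas2, with -0.38 for Hbb-b1 and -0.50 for Hba-a1. These 3 genes were well expressed (mean 8.69 for Hba-a1 in CTRL). More white cells in the tissue, or more of these transcripts per cell, may each account for the rise, and no test here separates them.

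In fed, fasted and CL316243-treated mice alike, 11 genes were called in 1 direction between genotypes, Kng1 among them. Of these, 7 also had an adjusted p under 0.05 when the largest of the 3 p-values of each gene was adjusted over all genes: Kng2, Zfp949, an unnamed transcript beside Zfp949, Vnn1, Rufy4, Aatk and Mtnr1a. Kng2 was higher in AAKO by 0.84, 0.74 and 1.0. It opens the highest-scoring window of 4 neighbouring genes, which runs over Kng2, Kng1, Snora81 and Eif4a2 on chromosome 16 (22997333 to 23113998). The size of the window was set after this region had been noticed, which favours a low p. Chance placement was tested by shuffling the order of 18889 genes: 1 of 1000 shuffles gave a window as high (permutation p = 0.002). Because of how the window was set, chance placement stays open. Probes shared by Kng1 and Kng2 also stay open. Eif4a2, which is no copy of them, was higher in each condition (0.47, 0.58 and 0.44, with 0.00231 as the largest unadjusted p from limma), but this gene lies in a window picked for such differences and was not called in fed mice (adjusted p = 0.283). A DNA difference carried with the genotype may be the cause. None of the 4 genes had an interaction called (0 of 3 interactions each), but these genes were chosen for differing alike in all conditions, so that test could hardly have come out otherwise and a DNA difference cannot be told apart from a lasting effect of the deletion. The rules first written would have ruled out chance placement and shared probes and counted 0 interactions in favour of a DNA difference, and they were changed after the values had been seen. Rfc4, which lies next to Eif4a2, was called higher after CL316243 (0.39, adjusted p = 0.00621) but not in fed or fasted mice (0.39 and -0.20), and had 2 interactions called. Snora81, inside the window, was not called in any condition (adjusted p = 0.101, 0.149 and 0.127). Outside it, Fetub was higher in each (0.23, 0.17 and 0.22) without a call, Hrg and Ahsg were not called in any, and Adipoq was called lower in fasted AAKO mice (-1.03, adjusted p = 0.0118).

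The probe that represented Pip5k1a followed metallothionein genes. Its deviations from group means correlated at r = 0.981 with Mt2 and 0.956 with Mt1, the 2 closest of all genes, and at 0.0111 or less with the other 3 probes of Pip5k1a. For Mt2, Spearman's rho was 0.961, r was 0.966 without the 2 arrays farthest in Mt2, and r was 0.987 and 0.978 within wash batches 1 and 2. The highest r of any gene in 1000 shuffles within groups was 0.849 (permutation p = 0.001 over 24096 genes, the smallest the shuffles can give). A candidate explanation is that this probe reads metallothionein RNA. Probe sequences were not used here.

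In the authors' value table the share of calls that were higher moved by more than 10 points against the main scaling in 6 of 11 contrasts, by 15.2 points at most (the fed genotype contrast, 28 calls) and by -13.1 points for the interaction of genotype and CL316243, the largest move of a contrast with over 100 calls. Quantile normalization within each group, which the identical sorted values of its columns show, is a candidate explanation. Under 1 quantile normalization over all arrays of the same median signals, the share moved by 8.08 points in the fed genotype contrast and by at most 4.21 in the others.

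Clock genes differed between fasted and CL316243-treated CTRL mice in opposite directions, with Arntl at 3.92 and Dbp at -3.96. A different time of death could give this, but the labels give Zeitgeber time 16 for all mice, and fasting or the agonist may also move the clock. With 1 time of death these cannot be told apart.

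All 4 contrasts against fed mice called 1438 genes in 1 direction, 609 higher and 829 lower. A difference between the experiments may account for them, as may shared effects of both treatments, and the 2 cannot be told apart because no fed array belongs to the first experiment.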
